A study of Homo sapiens with 7 samples.

How the data were processed

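Nascent transcription was measured by global run-on sequencing (GRO-seq) in MRC5VA cells, an immortalised human fibroblast line. In GRO-seq, nuclei are isolated and engaged RNA polymerases are allowed to extend their transcripts briefly with a brominated uridine nucleotide, so that the purified labelled RNA reports where polymerases were transcribing. Per the labels, the run-on lasted 5 minutes, the labelled RNA was fragmented with alkali and captured with an antibody resin, and strand-specific libraries were read as single-end 51-base reads. The series held 7 libraries. A single library came from untreated cells, and a single library came from each of 6 times (2, 5, 8, 10, 12 and 24 h) after ultraviolet C (UVC) irradiation at 15 J per square metre. Each library was assigned to its condition by its title.

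The authors deposited for each library an average gene profile, a signal value for every base from -2000 to 120000 around a position 0 (122001 positions). The deposited signal is an average read coverage on a linear scale, as the values themselves show. Neither the labels nor the file headers state the aligner, the genome build, the list of genes averaged, whether reads of both strands were summed, or the factor that scaled each library. Position 0 is treated here as the transcription start, because the signal rose to a sharp maximum just downstream of it in most libraries. The planned windows had assumed a profile of the sense strand; since the strand is not stated, the deposited values were used as they stand. Single genes, chromosomes and coordinates do not appear in an average profile, so no gene is named and the supplied reference genome was not used.

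The depth was recovered from the values. In each library 100% of the values were whole multiples of a single step, which is what a sum of whole reads over genes multiplied by a constant gives. Successive differences of every profile had their lowest autocorrelation at a lag of 250 bases (from -0.42 to -0.37, against -0.10 to -0.06 at the next lowest lag among lags up to 399 bases outside the bases next to it), as coverage by reads extended to 250 bases gives. Dividing the summed coverage by the step and by 250 gave 12003109 to 25795781 reads per library over the profile, counting a read again for each gene it falls in. From 14722 to 128242 reads covered each position. Counting errors, the 95% Wilson intervals of shares and the 95% intervals of log2 ratios used these reads. PCR duplicates cannot be recognised in such profiles, so these intervals cover counting error only. Differences between genes and between cultures are not in them. The scatter of neighbouring 1-kb bins from 5 to 100 kb had 3.76 to 6.20 times the variance that counting alone gives.

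The downstream profile up to 100 kb was divided into 4 windows: promoter-proximal (0 to 1 kb), early (1 to 10 kb), middle (10 to 30 kb) and distal (30 to 100 kb). For each window the mean signal was taken, and the log2 ratio of each UV library to the untreated library was computed from the values as deposited, without a pseudocount. The distal share is the percentage of the downstream signal lying in the distal window. The median signal position is the distance below which as much downstream signal lay as above it. The crossing distance is the start of the earliest 500-bp bin beyond 1 kb from which the UV profile stayed under the untreated profile for 5 bins in a row, each profile being scaled to its own downstream sum, and its 95% range came from 200 Poisson redraws of the reads. The promoter-proximal peak is the highest 100-bp bin between -500 and 1000 bp. Distal share and median signal position do not depend on the scale of a library.

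With 1 library per condition, no test between conditions was possible. The relation of distal share to time was tested over the 6 UV libraries with exact permutation tests of Spearman's rho and Pearson's r (two-sided), adjusted by the Benjamini-Hochberg method over 4 relations. The windows, measures, tests and alternatives were fixed before the data were examined, with exceptions. The alternative that ended the profile at 120 kb was chosen after seeing the data. The planned trend test was that of distal share, with median signal position as an alternative to it. The relation of median signal position to time is also reported as a result, among the 4 adjusted relations. The alternatives were a background subtraction (the lowest 1-kb mean of each profile), scaling to each profile's own total or to the farthest upstream kilobase, other window bounds (1 to 20, 20 to 50 and 50 to 100 kb), medians in place of means, leaving out the promoter-proximal window, and other bin sizes. The code was tested on 20 simulated profiles in which signal fell to 60% beyond 30 kb. The step, the read extension and the crossing distance (within 500 bp) were recovered in 20 of 20. So were the distal share and the median signal position, within tolerances wider than their counting intervals. The Wilson interval held the true distal share in 18 of 20, and the scatter of smooth simulated profiles averaged 1.03 times the counting variance. Because the simulated drop was abrupt, its recovery does not show how accurate the crossing distance is where ratios change gradually. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used.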

Results

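GRO-seq profiles averaged over genes were available for 7 libraries of MRC5VA fibroblasts, with a single library from untreated cells and a single library from each of 6 times between 2 and 24 h after UVC irradiation. The comparisons ask how the distribution of nascent transcription along genes changed after UVC damage and how far it had returned by each time. There were no replicates, so each difference below compares individual libraries, and its error covers read counting alone. Recovered depth was 15379829 reads for the untreated library. It was 12057067, 12003109 and 12218395 reads at 2, 5 and 8 h, and 19539255, 25795781 and 20603391 reads at 10, 12 and 24 h. The mean signal over the whole profile lay between 2.72 at 2 h and 3.25 at 24 h in the deposited units, against 3.21 in untreated cells.

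In untreated cells the mean signal was 7.46 in the promoter-proximal window, 4.08 in the early window (1 to 10 kb), 3.56 in the middle window (10 to 30 kb) and 3.13 in the distal window (30 to 100 kb). At 2 h after UVC the early window had a mean signal of 5.92 and the distal window one of 2.20. These correspond to log2 ratios to untreated of 0.54 and -0.51. The promoter-proximal and middle windows differed less at 2 h, with log2 ratios of -0.066 and 0.12. Counting standard errors of all window log2 ratios lay between 0.00063 and 0.0041, so each of these differences exceeded counting error, although the spread between cultures is unknown. The direction of the promoter-proximal difference at 2 h is not settled. Its ratio turned positive under every alternative applied to it, from 0.031 with medians to 0.20 with scaling to the farthest upstream kilobase.

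**Figure D1:**
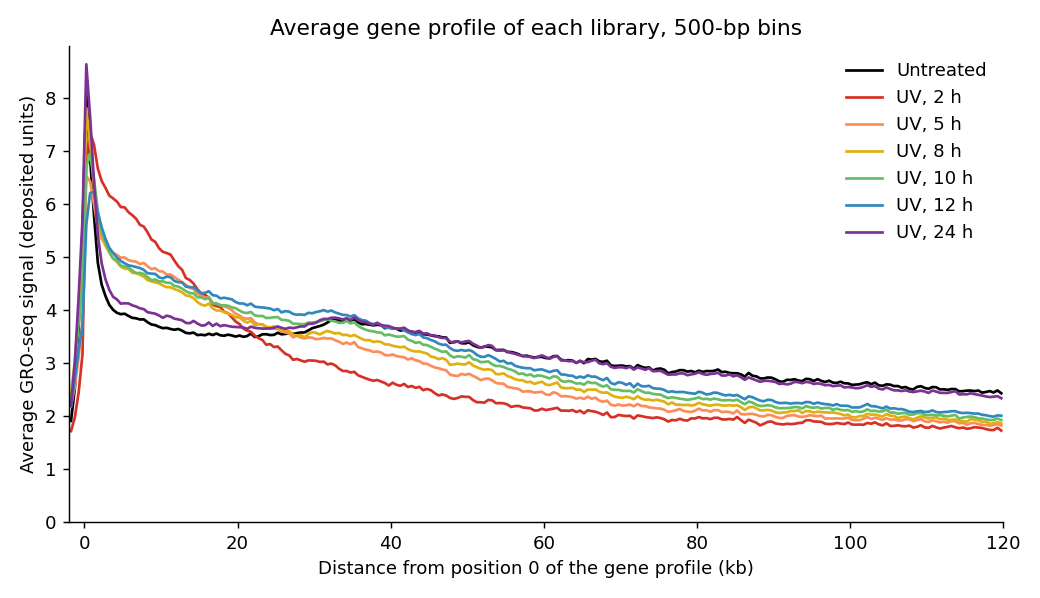
Average GRO-seq signal (vertical axis, deposited units) against distance from position 0 (horizontal axis, kb) in 500-bp bins, one line per library. The 2 h library lies above all others in the early window (mean 5.92, against 4.08 in untreated cells) and below all others in the distal window (mean 2.20, against 3.13).

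The deficit in the distal window became smaller at each later time. Its log2 ratio to untreated was -0.33 at 5 h, -0.25 at 8 h, -0.18 at 10 h, -0.12 at 12 h and -0.0074 at 24 h. The excess in the early window fell to 0.31 at 5 h and then stayed between 0.27 and 0.30 at 8, 10 and 12 h, before reaching 0.095 at 24 h. In the middle window the log2 ratio went from 0.12 at 2 h to 0.24 at 12 h and was 0.063 at 24 h. The promoter-proximal ratio followed no such order. It was -0.20 at 5 h, -0.13 at 10 h, -0.34 at 12 h and 0.13 at 24 h, and at 8 h the deposited means did not differ beyond counting error (0.0017, 95% counting interval -0.0059 to 0.0094), although the ratio was 0.12 when each profile was scaled to its own total and -0.30 when scaled to its farthest upstream kilobase. These ratios depend on the scaling of the libraries, which is not stated. When each profile was scaled to its farthest upstream kilobase instead, the early-window ratio changed sign at 8 h (-0.029) and at 24 h (-0.14), and the lowest distal ratio was found at 8 h (-0.55) and not at 2 h (-0.25).

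Ratios at finer distances differed between near and far positions. At 2 h the highest ratio to untreated in 1-kb bins beyond 1 kb was 1.52, in the bin from 4 to 5 kb, and the lowest was 0.673, in the bin from 78 to 79 kb. Between 40 and 60 kb the ratio was 0.696 at 2 h, 0.822 at 5 h, 0.878 at 8 h, 0.922 at 10 h, 0.959 at 12 h and 1.002 at 24 h. Between 80 and 100 kb it was 0.695 at 2 h, 0.741 at 5 h, 0.778 at 8 h, 0.810 at 10 h, 0.844 at 12 h and 0.979 at 24 h. The ratios of these regions were thus nearly equal at 2 h and differed at 12 h.

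**Figure D2:**
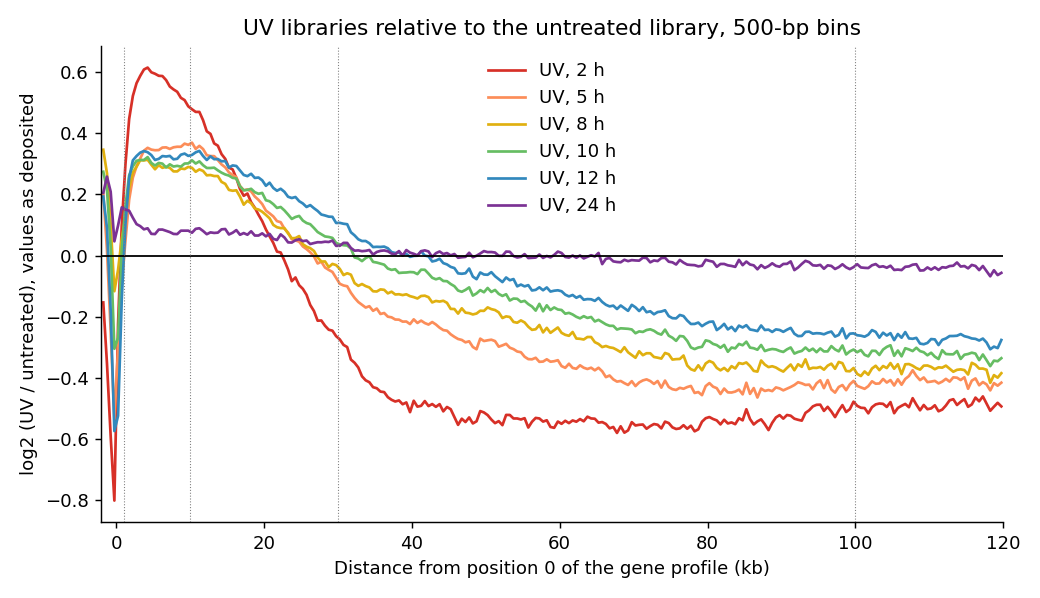
The log2 ratio of each UV library to the untreated library (vertical axis) against distance from position 0 (horizontal axis, kb) in 500-bp bins of the deposited values. Dotted vertical lines mark the window bounds at 1, 10, 30 and 100 kb, and the horizontal line at 0 stands for the untreated library. The distal window averages -0.51 at 2 h and -0.0074 at 24 h, with the other times in order between them.

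The distal share, which does not depend on library scale, was 65.48% in untreated cells (95% Wilson interval 65.45 to 65.50). It was 52.72% at 2 h (52.69 to 52.75), 56.9% at 5 h, 58.6% at 8 h, 59.3% at 10 h, 59.9% at 12 h and 64.14% at 24 h (64.11 to 64.16). The intervals reached at most 0.030 percentage points to either side. The difference from the untreated library was -12.8 percentage points at 2 h and -1.34 percentage points at 24 h. Of the share lost at 2 h, 33.0% had been regained at 5 h, 56.3% at 12 h and 89.5% at 24 h. Starting the distal window at 50 kb moved the share most in 6 of the 7 libraries (to 43.7% in untreated cells), and subtracting a background moved it most at 2 h (to 27.1%). The order of the libraries was kept under both.

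Distal share increased with time over the 6 UV libraries (Spearman's rho 1, exact two-sided permutation p = 0.0028, adjusted p = 0.0028; Pearson's r 0.94, exact two-sided permutation p = 0.0028, adjusted p = 0.0028). This p-value is the smallest that 6 libraries allow. Without the 2 h and 24 h libraries, which lie farthest from the median time, r was 0.99 over the remaining 4. The libraries at 10, 12 and 24 h were also the deepest. Within the 3 least deep UV libraries (2, 5 and 8 h) rho was 1, with shares from 52.7% to 58.6%. Within the 3 deepest it was 1 as well, with shares from 59.3% to 64.1%. With 3 libraries an exact two-sided permutation p cannot go below 0.33.

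The median signal position gave the same order. It was 43.9 kb in untreated cells, 32.6 kb at 2 h, 36.2 kb at 5 h, 37.7 kb at 8 h, 38.2 kb at 10 h, 38.6 kb at 12 h and 42.8 kb at 24 h, with counting intervals of at most 29.5 bp to either side. Its relation to time had a rho of 1 and an r of 0.95, each with an exact two-sided permutation p of 0.0028 (adjusted p = 0.0028) over the 6 UV libraries. Without the 2 h and 24 h libraries r was 0.98.

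**Figure D3:**
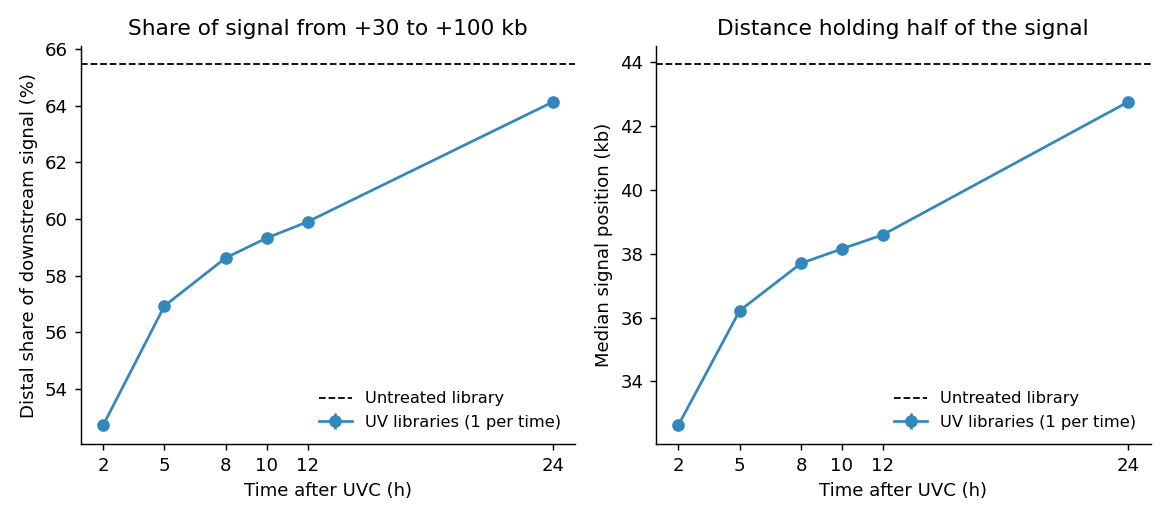
Distal share (left, % of signal between 0 and 100 kb that lies beyond 30 kb) and median signal position (right, kb) against hours after UVC, with 1 library per point. Vertical axes do not start at 0; error bars are 95% counting intervals and are smaller than the points, and dashed lines mark the untreated library. Both measures rise at every step, from 52.7% and 32.6 kb at 2 h to 64.1% and 42.8 kb at 24 h, below the untreated 65.5% and 43.9 kb.

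The crossing distance, from which the scaled UV profile stayed under the untreated profile, was 27 kb at 2 h (95% range 27 to 28). It was 32 kb at 5 h (31.5 to 32.5), 32 kb at 8 h (32 to 34.5), 36.5 kb at 10 h (36 to 38) and 37 kb at 12 h (37 to 41.5). At 24 h it was 32 kb with a wide range (31.5 to 38.5), and the cause of this width was not tested. The deposited 24 h ratio to untreated ran from 0.959 to 1.11 in 1-kb bins beyond 1 kb. On the values as deposited the crossing lay at 22.5 kb at 2 h and at 65.5 kb at 24 h.

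The promoter-proximal peak did not follow the order of time. Its height in 100-bp bins was 9.34 in untreated cells, 7.61 at 2 h, 7.22 at 5 h, 8.73 at 8 h, 7.26 at 10 h, 6.42 at 12 h and 9.71 at 24 h, with 95% counting intervals of at most 0.063 to either side. The heights at 5 h and 10 h had overlapping counting intervals (7.16 to 7.28 and 7.21 to 7.30), so they could not be told apart in these bins of the deposited values. The highest 500-bp bins differed (6.53 and 6.95), but they started at 0 bp at 5 h and at 500 bp at 10 h, so they compare different places. In 100-bp bins the heights differed, in the opposite direction, after scaling to each profile's own total (8.09 and 7.60). The peak lay in the bin from 100 to 200 bp in all libraries except the 12 h library, where the highest bin was the one from 900 to 1000 bp. Relative to the early window of the same library, the peak was 2.29 times as high in untreated cells, 1.29 times at 2 h, 1.27 times at 12 h and 2.23 times at 24 h.

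**Figure D4:**
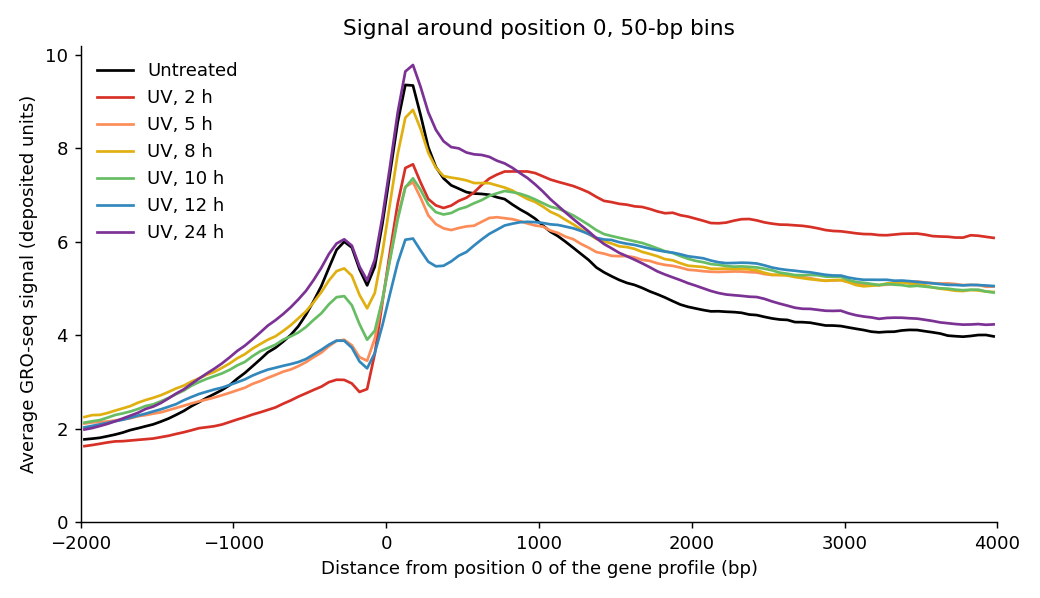
Average GRO-seq signal (vertical axis, deposited units) against distance from position 0 (horizontal axis, bp) in 50-bp bins, one line per library. A peak lies just downstream of position 0 in each library, highest at 24 h and in untreated cells (9.71 and 9.34 in 100-bp bins) and lowest at 12 h, where the signal near 900 bp exceeds it.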

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

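The tests below were chosen after the results were seen, except the one that compares far with near upstream signal, whose prediction was written beforehand.

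The report's comparisons use the profile downstream of position 0. In the kilobase farthest upstream (-2000 to -1001 bp), signal in 5 of the 6 UV libraries lay above the level of the untreated control by more than counting error. The log2 ratio to untreated was 0.10 at 5 h, 0.30 at 8 h, 0.24 at 10 h, 0.14 at 12 h and 0.24 at 24 h, with counting standard errors of at most 0.0074. At 2 h it was -0.26 on the values as deposited, but only -0.025 after scaling to each profile's own total. In the kilobase next to position 0 (-1000 to -1 bp) the 24 h library lay above untreated, with a log2 ratio of 0.11. The other UV libraries lay below untreated on the values as deposited. At 8 h this held on the deposited values only (-0.024). The 8 h ratio was 0.094 after scaling to each profile's own total and 0.16 after background subtraction.

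Different scaling of the libraries is a candidate explanation. After scaling each profile to its own total, the same number of UV libraries, 5 of 6, stayed above untreated in the far upstream kilobase (scaling between libraries), so this change of scale does not remove the excess. A uniform background added to these libraries would raise the far end of the profile too. There the 5 libraries from 5 h onward lay below untreated, the highest log2 ratio between 100 and 120 kb being -0.040, but the distal loss after UVC could hide such a background, so it cannot be excluded. Far upstream signal rose relative to near upstream signal in these 5 libraries, to at least 1.09 times the untreated ratio, which changed use of neighbouring starts, run-through from genes upstream and reads of the opposite strand may each give. The 2 h library, without the excess, had a ratio 1.37 times the untreated one, more than the 1.25 times at 8 h and 1.09 times at 24 h, so this ratio does not track the excess. Since the strand handling and the gene list are not stated, the excess cannot be told apart from these or from a background, and no biological explanation could be tested. Neither the excess nor its absence at 2 h has a replicate to check it.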

How the results depend on the processing

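Values are listed in the order 2, 5, 8, 10, 12 and 24 h after UVC, preceded by the untreated library where it has a value of its own. With no replicates, a value counted as moved when it changed by more than its 95% counting interval, which at this depth is so narrow that nearly any change of processing exceeds it. Directions are therefore more telling than sizes. The alternative ending at 120 kb was chosen after seeing the data.

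The relation of distal share to time kept its sign and stayed past 0.05 under all 6 alternatives, with a rho of 1 each time and Pearson's r from 0.87 (background subtracted) to 0.99 (distal window from 50 kb). The median signal position was among these alternatives and is also reported above as a result, so it is not a separate check. Without the 24 h library the exact permutation p over 5 libraries was 0.017. No paired analysis was possible because each condition has 1 library.

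Distal share (%) after background subtraction was 56.6, 27.1, 37.5, 42.2, 44.0, 45.4 and 50.8. With the distal window starting at 50 kb it was 43.7, 34.5, 36.4, 37.5, 37.9, 38.3 and 42.6. Leaving out the first kilobase gave 67.0, 54.0, 58.2, 60.1, 60.6, 61.0 and 65.7, medians gave 65.3, 51.8, 55.9, 57.9, 58.5, 59.2 and 64.1, and a profile end at 120 kb gave 70.0, 57.9, 61.7, 63.2, 63.8, 64.3 and 68.7. The order of the 7 libraries was the same under these 5 alternatives.

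Median signal position (kb) became 34.8, 15.2, 21.4, 24.2, 25.6, 26.7 and 30.6 after background subtraction. It was 45.0, 33.9, 37.2, 38.8, 39.1, 39.4 and 43.9 without the first kilobase, and 51.3, 39.1, 42.2, 43.6, 44.0, 44.4 and 49.8 with the end at 120 kb.

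The distal log2 ratio stayed below 0 in all 6 UV libraries under the 5 alternatives, and its order in time did not always hold. Background subtraction gave -0.9999, -0.46, -0.23, -0.11, -0.024 and -0.27. Scaling to the profile's own total gave -0.27, -0.17, -0.13, -0.11, -0.091 and -0.024. Scaling to the far upstream kilobase gave -0.25, -0.43, -0.55, -0.42, -0.25 and -0.24. A distal window from 50 kb gave -0.54, -0.39, -0.31, -0.24, -0.18 and -0.017, and medians gave -0.55, -0.38, -0.28, -0.21, -0.15 and -0.0080.

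The early log2 ratio stayed above 0 except under far upstream scaling, which gave 0.80, 0.21, -0.029, 0.046, 0.17 and -0.14 and so reversed it at 8 and 24 h. The reversal follows from the constant that this scaling adds to every window of a library (-0.30 at 8 h and -0.24 at 24 h). Background subtraction gave 1.16, 0.79, 0.72, 0.71, 0.71 and 0.10. Scaling to the own total gave 0.77, 0.47, 0.39, 0.36, 0.33 and 0.078, an early window ending at 20 kb gave 0.43, 0.29, 0.25, 0.27, 0.30 and 0.086, and medians gave 0.59, 0.35, 0.29, 0.30, 0.32 and 0.077.

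Promoter-proximal and middle ratios reversed in 12 cases. In 7 of them a rescaling added the same amount to every window of a library (for the far upstream kilobase 0.26 at 2 h, -0.30 at 8 h, -0.24 at 10 h and -0.24 at 24 h, and for the own total 0.24 at 2 h), which by itself changes the sign. Of the other 5, 3 arose when the middle window ran from 20 to 50 kb (at 2, 5 and 8 h). That window takes in distances where signal lay below untreated at these times. As plain ratios to untreated, signal was 0.84, 0.96 and 0.98 between 20 and 40 kb. It was 0.70, 0.82 and 0.88 between 40 and 60 kb. The cause of the reversals under background subtraction and medians was not tested. At 2 h the promoter-proximal ratio of -0.066 became 0.040 after background subtraction, 0.17 after scaling to the own total, 0.20 after far upstream scaling and 0.031 with medians. Far upstream scaling also took it to -0.30 at 8 h, from 0.0017, which is within counting error of 0, and -0.11 at 24 h. The middle ratio became -0.17 at 8 h, -0.053 at 10 h and -0.17 at 24 h under far upstream scaling, and -0.33, -0.12 and -0.071 at 2, 5 and 8 h when the window ran from 20 to 50 kb. The other 42 ratios of these windows moved without changing sign, among them the promoter-proximal one at 8 h, which became 0.098 after background subtraction, 0.12 with the own total and 0.043 with medians.

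Crossing distance (kb) on values as deposited was 22.5, 26.5, 27, 32, 42.0 and 65.5. After background subtraction it stayed at 27 at 2 h and moved to 31, 30.5, 32, 33.0 and 42.5 at the later times. Bins of 1000 bp left it within its range in every library, and the largest effect of 2000-bp bins relative to that range was at 2 h, where it became 28, the upper end of the range.

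Peak height was 7.12, 5.87, 5.39, 6.87, 5.33, 4.43 and 7.35 after background subtraction and 8.07, 7.34, 6.53, 7.82, 6.95, 6.21 and 8.64 in 500-bp bins. The highest 500-bp bin started at 500 bp at 2, 10 and 12 h and at 0 bp in the other libraries. Bins of 10 bp gave 9.51, 7.75, 7.33, 8.89, 7.39 and 9.86 for all libraries but the 12 h one, which stayed within its interval. Scaled to the own total, the UV libraries had 8.98, 8.09, 9.48, 7.60, 6.53 and 9.59, so that the 8 h and 24 h peaks both exceeded the untreated one.

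The background subtraction has a limit. The lowest kilobase was upstream (-2000 to -1001 bp) in untreated cells and beyond 117 kb in the UV libraries, where transcription may still contribute, and it amounted to 58.97% to 69.4% of the mean downstream signal. A distal ratio of -0.27 at 24 h after subtraction, against -0.0074 before, is consistent with that difference in where the background was taken.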

Other observations

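The tests in this part were chosen after the results were seen, except those on scatter near 32 kb and on background subtraction of the start peaks, whose predictions were written beforehand.

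The rise of the distal share with time runs partly alongside library depth. Depth was taken here as the inverse of the step, not as recovered reads. Over the 6 UV libraries this depth and distal share had a rho of 0.60 (exact two-sided permutation p = 0.24) and an r of 0.56 (exact permutation p = 0.26). By recovered reads the libraries stood closer to the order of their share, with only 2 and 5 h, and 12 and 24 h, exchanged. No coefficient was computed for that relation. Because its order is closer, the rho of 0.60 understates the rank relation of distal share with recovered reads. A contribution of depth can therefore not be excluded. Library depth alone does not explain every rise of the share. In 3 of the 5 intervals between successive times the depth given by the step fell while the distal share rose. The falls in the inverse step from 2 to 5 h (9073 to 8575) and from 5 to 8 h (8575 to 8456) were small. The case against depth alone thus rests mainly on the fall from 12 to 24 h (16732 to 12987). Recovered reads fell from 2 to 5 h (12057067 to 12003109) and from 12 to 24 h (25795781 to 20603391). They rose in the other intervals, among them 5 to 8 h (12003109 to 12218395), where the step gave a fall. The rho of distal share with time was 1 after background subtraction as well, but the level subtracted may hold transcription, so a background cause is not excluded either. The untreated library, with 15379829 reads, had the highest share at an intermediate depth.

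On the values as deposited, signal lost at 2 h returned nearer the start before it returned farther away. Whether it returned at all depends on the scaling of the libraries, which is not stated. Scaled to the farthest upstream kilobase, the distal log2 ratio was -0.25 at 2 h, -0.25 at 12 h and -0.24 at 24 h. The regain by distance was not computed under that scaling. By 12 h, 86.6% of the 2 h loss had been regained between 40 and 60 kb, 64.6% between 60 and 80 kb, 48.9% between 80 and 100 kb and 40.6% between 100 and 120 kb. At 24 h these values were 100.8%, 97.0%, 93.0% and 90.6%. The gap at 12 h between 40 to 60 kb and 80 to 100 kb was 37.7 percentage points. It was 65.0 points after scaling each profile to its own total, so this scaling does not account for it, although it left only 1.75% regained at 12 h between 100 and 120 kb. After background subtraction it was 72.4 points. That value cannot rule out a background cause, because the level subtracted came from the far end of the UV profiles and from upstream in the untreated one. After that subtraction the 24 h values were 76.2%, 64.1%, 44.3% and 16.9%, against 116.1%, 76.9%, 43.7% and 17.2% at 12 h. The mix of gene lengths in the average is a further candidate explanation. Untreated signal at 100 to 120 kb was 0.751 times that at 40 to 60 kb, which genes ending within the profile and loss of polymerases along genes would both give. A gradual return of elongating polymerases from the start outward is a hypothesis that may fit the order of regain. It cannot be told apart from effects of gene length, background or library scale with averaged profiles.

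A smaller peak lay upstream of position 0, between -300 and -270 bp. At 2 h it stood at 0.509 of its untreated height, while the peak just downstream stood at 0.816 of its own. The ratio of the upstream to the downstream peak was 0.633 in untreated cells, 0.395 at 2 h, 0.534 at 5 h and between 0.612 and 0.657 from 8 h onward. The change at 2 h was 54.7 counting standard errors, and after background subtraction the 2 h ratio was 0.422 times the untreated one. The early gene signal under the downstream peak is a further candidate explanation, since that signal was higher at 2 h. When each peak was measured above its local level (the far upstream kilobase, or the mean from 2 to 3 kb), the 2 h ratio was 1.19 times the untreated one, no longer lower. Above these levels the upstream peak stood at 0.320 and the downstream peak at 0.269 of untreated. The larger loss of the upstream peak at 2 h may therefore come from gene-body signal under the downstream peak. On this measure the downstream peak stood lower than the upstream one at 10 h (0.588 of untreated upstream and 0.389 downstream) and at 12 h (0.387 and 0.133) too. They were close at 5 h (0.404 and 0.398) and 8 h (0.713 and 0.696), and the upstream peak stood lower at 24 h (0.908 and 1.0001). Which peak lost more thus depends on the time and on the level subtracted.

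At 12 h the downstream peak above its local level was 0.133 of untreated, lower than at 2 h, and at 8 h it was 0.696. The height of this peak thus did not return in the order of time as the distal share did. With 1 library per time, differences between cultures or library preparations were not tested.

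The untreated profile did not fall steadily. Signal between 31 and 35 kb was 1.06 times the geometric mean of its flanks (23 to 27 kb and 39 to 43 kb). This excess was 1.001 at 2 h, 1.01 at 5 h, 1.02 at 8 h, 1.03 at 10 h, 1.03 at 12 h and 1.05 at 24 h, rising in time over the 6 UV libraries (rho 1 and r 0.94, each with an exact two-sided permutation p of 0.0028, the smallest possible, and without adjustment for the search that led to it). Without the 2 h and 24 h libraries r was 0.97. This trend is not independent of that of the distal share, since 31 to 35 kb and 39 to 43 kb lie in the distal window of the same libraries. The excess was not separated from the change of the ratio to untreated with distance. If a few loci made the rise, scatter between bins might be larger there. The scatter at 27 to 37 kb was 1.29 times the mean of that at 17 to 27 kb and at 40 to 50 kb (median over the 7 libraries, from 0.633 at 12 h to 3.05 at 8 h), which does not separate a few loci from many, and the cause remains open.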
